A study of Mus musculus with 23 samples.

How the data were processed

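RNA was sequenced from the hippocampus of female mice of both Ins2 genotypes, 12 wild-type (Ins2+/+, WT) and 11 knockout (Ins2-/-, KO) animals with 1 library each. Per the labels' protocols, dissected tissue was homogenised in Trizol, RNA was purified on columns, and libraries were made with a stranded mRNA kit from New England Biolabs. The authors deposited 1 table of estimated counts per gene, in which some values carry decimals. Neither the labels nor the file header name the aligner, the counting program, its use of strand, the genome build or the annotation release. Between 24.6% and 27.2% of the non-zero values of a library were fractional, so reads matching several genes can have been divided among them, and genes with near-identical copies, overlapping genes and antisense genes are reported as uncertain. Each column was matched to its sample by the library name in the sample's description, and 0 columns were left unmatched. Replicate numbers are those of the labels. No number occurs in both genotypes, so no pairing of WT and KO libraries exists, and the labels name no batch, litter or day.

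The table holds 45706 gene identifiers, all of them mouse Ensembl genes, and 0 rows that name no gene. Symbols were found for 45143 of them, 98.8%. Gene positions were taken from GENCODE M21 on GRCm38, matched by gene identifier, and are given as that annotation has them. Library totals ranged from 13792274 to 22953261 counts. A gene with 0 counts in a library could have had up to 3 counts there, which corresponds to 0.131 to 0.218 CPM (counts scaled to a fixed library total) depending on the library. Such limits cover counting error only, because reads amplified by PCR are not independent molecules. The chi-square per degree of freedom between 2 libraries of one genotype was at least 6.9, so no 2 libraries of one genotype differed by as little as sampling noise.

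Counts were rounded to whole numbers and tested with edgeR 4.0.16 in R 4.3.3. Genes were filtered with filterByExpr by genotype, library sizes were scaled by TMM, and genotype was tested by the quasi-likelihood F test with robust estimation. The 15828 genes that passed the filter held 99.84% of all counts. P-values were adjusted by the Benjamini-Hochberg method over these genes, and an adjusted p below 0.05 was the threshold for a call, with no minimum fold change. Standard errors of log2 fold changes were computed from the fold change and the F statistic. Values in CPM use TMM-scaled library sizes, except those of Ins2, the limits for 0 counts and the medians of the hypothalamic genes set against 1 CPM, which use library totals.

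Single values were compared by permutation tests with 100000 resamples, two-sided for differences and one-sided for a larger share, in scipy 1.17.1 and numpy 2.4.6 under Python 3.11.15. These were the difference in mean log2(CPM + 0.5) of Ins2, the difference in mean library total, and the share of the summed squared distance between libraries explained by genotype. The last used log2 CPM with a prior count of 2 over the 1000 most variable tested genes. Calls near Ins2 were compared with calls elsewhere by Fisher's exact test, two-sided, for tested genes starting within 10 Mb of Ins2 on its chromosome, Ins2 left out. The 18 gene lists were tested with camera (limma 3.58.1) at its preset inter-gene correlation, each list needing at least 5 tested genes, with fry and camera at an estimated correlation as checks. They comprised 6 function lists (insulin and IGF signalling, immediate early genes, synapse and plasticity genes, the unfolded protein response, mitochondrially encoded genes, adult neurogenesis), 5 cell type lists (microglia, astrocytes, oligodendrocytes, interneurons, endothelium) and 7 dissection lists (choroid plexus, dentate gyrus, CA1 and CA3 pyramidal cells, thalamus and habenula, striatum, neocortex). A list of 12 hypothalamic genes was added after 1 library was seen to stand apart, and before those genes were looked at there. Similar transcripts were searched for with blastn 2.17.0 in the GENCODE M21 transcripts.

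Tests, groups, lists, alternatives and the rule for naming genes were set before the data were examined. The exceptions are the hypothalamic list and the tests and libraries given under Other observations as chosen after the result was seen. The rule names Ins2, any gene of the lists, up to 6 called genes in each direction with the largest log2 fold change and a mean of at least 1 CPM, the 5 genes with the smallest p, and Xist and 4 Y-linked genes as a check of the sex label. Other genes named were chosen after their values were seen. The alternatives were RLE size factors, DESeq2 1.42.0, limma voom with sample quality weights, estimation without robustness, no filter beyond a total of at least 1 count, a filter on a mean of at least 50 counts, 1 or 2 surrogate variables (sva 3.50.0), the choroid plexus score or the library number as covariate, a threshold of 0.10 on the adjusted p, and leaving out each of the 23 libraries in turn. Windows of 5 and 20 Mb and an unadjusted p below 0.01 were tried for calls near Ins2. Single values were recomputed with a pseudocount of 0.05, without the log, with TMM-scaled totals, or with other sets of genes.

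The gene test and the list test were tested on simulated counts drawn from the means, dispersions and library sizes of the real data, with 200 genes changed by known factors. The test recovered 32.7% of 49 genes changed 1.25-fold, 81.6% of 49 changed 1.5-fold, 91.7% of 48 changed 2-fold and 93.8% of 48 changed 3-fold. It called 5 of 15783 unchanged genes in that simulation and 0 of 15995 genes when nothing was changed. Of 18 lists, 1 was called when 1 had been raised 1.5-fold, and 0 were called when nothing was changed. Genes were drawn independently, so this simulation cannot show how often lists of correlated genes are called when nothing differs. Other splits of the real libraries called a median of 6 lists.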

Results

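Gene expression was measured by RNA sequencing in the hippocampus of female mice with (Ins2+/+, WT, n = 12) and without (Ins2-/-, KO, n = 11) the Ins2 gene, which encodes one of the mouse's insulins. The series title places the experiment in a study of brain insulin production, learning and memory. WT libraries held 13792274 to 22520798 counts (mean 16941198 ± 2731582, SD, n = 12), and KO libraries 14863640 to 22953261 counts (17536906 ± 2494088, SD, n = 11). The difference in mean total, 595709 counts, was within the spread between libraries (two-sided permutation test, p = 0.59). It was 54073 counts without KO library 13 and 1102945 counts without WT library 23. Between 21246 and 22601 genes were detected per WT library, and between 21265 and 22515 per KO library. As a check of the sex label, Xist had 9321 to 17807 counts in each of the 23 libraries, Uty, Ddx3y and Eif2s3y had 0 counts in all of them, and Kdm5d had 8 counts in total.

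The deleted gene was examined first, in every library. Ins2 lies on chromosome 7 at 142678656 to 142743381 on the minus strand (GRCm38, GENCODE M21). No Ins2 count was found in any of the 11 KO libraries, which allows up to 0.0156 CPM over their 192905969 counts. WT libraries held 26 Ins2 counts in total, found in 7 of 12 libraries, and 18 of them came from WT library 17. The other 11 WT libraries held 8 counts, at most 2 in a library. The WT mean was 0.13 ± 0.307 CPM (SD, n = 12), and 0.0426 ± 0.0466 CPM (SD, n = 11) without library 17. Mean log2(CPM + 0.5) differed by -0.24 between KO and WT (two-sided permutation test, p = 0.0061), and by -0.11 without WT library 17. Changing the pseudocount to 0.05 moved this difference most, to -1.04. The gene was below the filter for the count test, and in 5 of 12 WT libraries expression was not detectable at this depth.

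To ask whether the genotypes separated as whole transcriptomes, distances between libraries were compared. Genotype accounted for 4.52% of the summed squared distance over the 1000 most variable genes (permutation test, one-sided for a larger share, p = 0.38), so libraries of different genotype were no further apart than the spread within a genotype. The value was 4.90% when all tested genes were used. The largest 2 components of variation held 29.8% and 18.1% of the variance. Choroid plexus genes, which mark the tissue lining the ventricles beside the hippocampus, had a mean log2 CPM of 5.30 to 8.04 in WT libraries 14 and 17 and KO libraries 2, 6 and 12, against 0.11 to 2.57 in the others. KO library 8 lay apart on the second component. Its mean log2 CPM for dentate gyrus genes was 2.59, against 5.26 to 6.30 in the other 22 libraries, and its CA1 and CA3 lists were likewise below all others, at 3.20 against 4.80 to 5.73 and 3.02 against 3.94 to 4.69. A list of 12 hypothalamic genes, added after the data were seen, averaged 5.47 in this library and -2.40 to -1.45 in the others. KO library 8 was kept in the comparisons, and values without it are given where it changed a call, or the sign or size (by over 1.5 times) of a list's mean or a named gene's fold change.

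**Figure D1:**
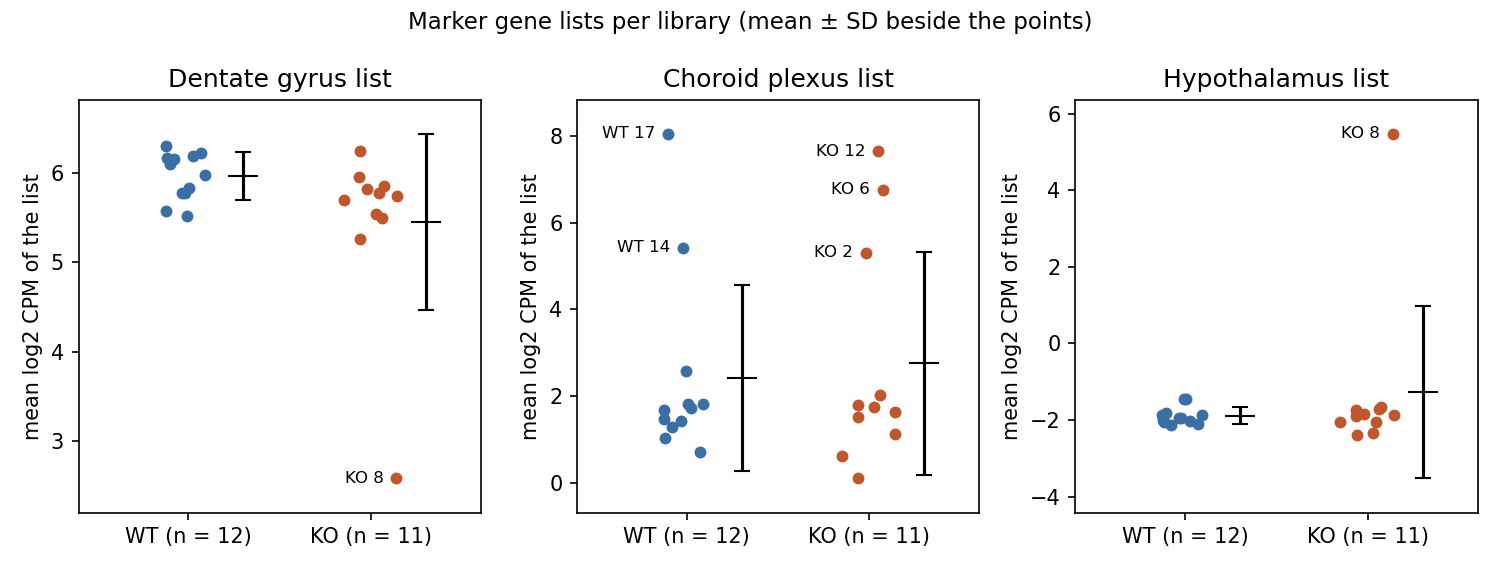
Mean log2 CPM of the dentate gyrus, choroid plexus and hypothalamus gene lists in each library, by genotype (points, libraries; horizontal ticks with bars, mean ± SD). KO library 8 lies at 2.59 for the dentate gyrus list and 5.47 for the hypothalamus list, and 5 labelled libraries of both genotypes lie between 5.30 and 8.04 for the choroid plexus list.

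The main comparison asked which genes differ in the hippocampus between KO and WT. Of 15828 genes tested with edgeR's quasi-likelihood test, 2 had a Benjamini-Hochberg adjusted p below 0.05, 1 higher and 1 lower in KO. The biological coefficient of variation was 22.9%. At an unadjusted p below 0.05 there were 909 genes, 5.74% of those tested, against 791 that chance would give. limma voom with quality weights moved the count most, to 4 genes, and a filter on a mean of 50 counts gave 1. Both genes remained called in each of the 23 fits without 1 library, KO library 8 included.

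Ccnd1 (ENSMUSG00000070348), which encodes cyclin D1, fell by 1.15 on the log2 scale (SE 0.0661, edgeR adjusted p = 5.71e-11). It lies on chromosome 7 at 144929931 to 144939925 on the minus strand, 2.25 Mb from Ins2. Mean expression was 62.4 ± 7.39 CPM in WT (SD, n = 12) and 28.0 ± 2.56 CPM in KO (SD, n = 11), 44.9% of the WT level. Every KO library, at 23.2 to 31.1 CPM, was below every WT library, at 46.7 to 72 CPM. The end of the gene overlaps LTO1 on the opposite strand, and the authors' use of strand is not stated. The mean of LTO1 changed by 1.64 CPM from WT to KO, and that of Ccnd1 by -34.4 CPM. These values argue against reads moved to LTO1 as the source of the fall.

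Gm26793 (ENSMUSG00000096999), an antisense transcript on chromosome 7 at 144894560 to 144897461 on the minus strand, 2.22 Mb from Ins2, was higher by 3.0 on the log2 scale (SE 0.399, edgeR adjusted p = 0.000734). It rose from 0.191 ± 0.305 CPM in WT (SD, n = 12) to 1.74 ± 0.335 CPM in KO (SD, n = 11). KO libraries held 1.32 to 2.26 CPM, and WT libraries 0 to 1.12 CPM. Its value is uncertain because it overlaps Fgf15, on the opposite strand, and matches it over 751 bases, and because its counts are low. The highest WT value belonged to WT library 23, which was also the lowest WT library for Ccnd1. Without it the log2 fold change of Gm26793 was 3.89, the highest of the 23 fits that each left out a library.

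**Figure D2:**
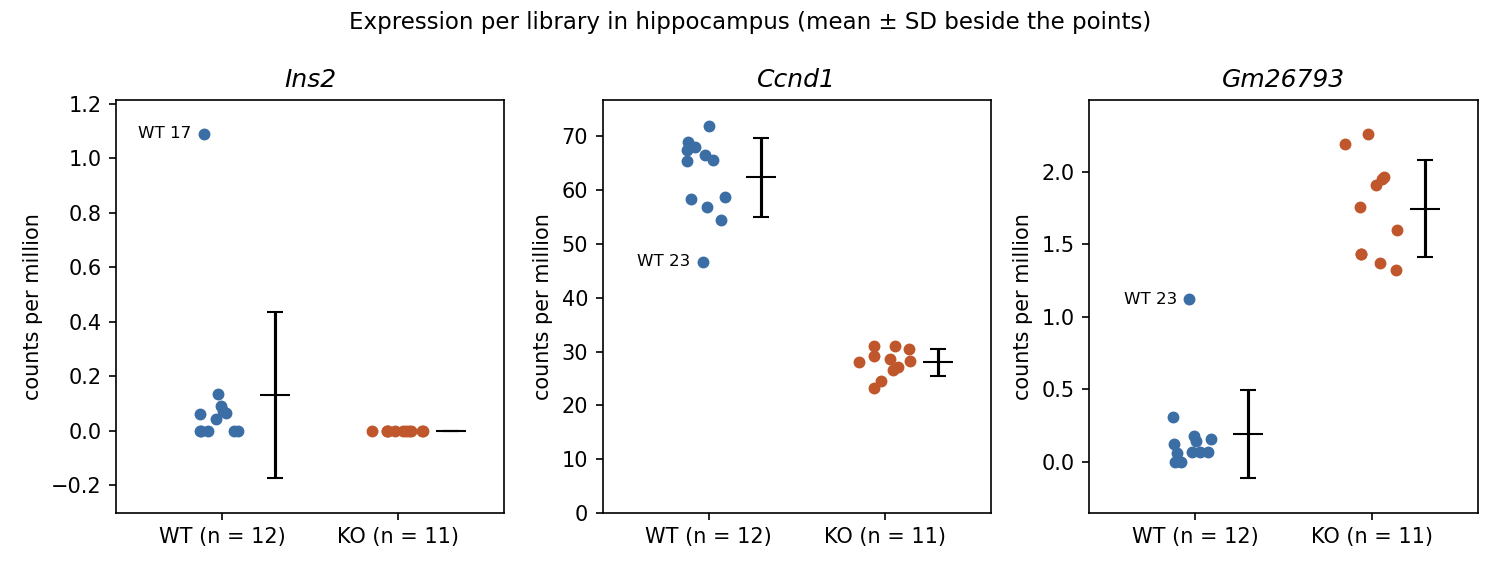
Expression in CPM of Ins2, Ccnd1 and Gm26793 in each library by genotype (points, libraries; horizontal ticks with bars, mean ± SD, n = 12 WT and 11 KO; a bar below 0 is the SD only). KO libraries lie at 0 for Ins2, at 23.2 to 31.1 for Ccnd1 and at 1.32 to 2.26 for Gm26793, and WT library 23 lies nearest to the KO libraries for the last 2 genes.

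The next smallest p-values in the gene test belonged to 3 genes that did not reach the threshold. Gm4737 on chromosome 16 differed by 0.81 on the log2 scale (SE 0.149, edgeR adjusted p = 0.0717). Its counts are uncertain, since its transcript is 99.7% identical to Ahcy over 2083 bases. It passed the threshold with DESeq2 and with voom, at adjusted p 0.000649 and 0.0204, and without WT library 5, WT library 20 or KO library 13. Over the alternatives its adjusted p ranged from 0.000649 to 0.265. Cox16 on chromosome 12 (0.26, SE 0.06) and Gm12394 on chromosome 4 (-0.50, SE 0.116) both had an edgeR adjusted p of 0.729.

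Both calls lie on the chromosome of Ins2, and the planned test asked whether calls cluster near it. Within 10 Mb of Ins2, 2 of 115 tested genes were called, against 0 of 15628 tested genes elsewhere (Fisher's exact test, two-sided, p = 5.29e-05). The test treats genes as independent. The 2 called genes lie close together, 2.22 and 2.25 Mb from Ins2, and may be 1 locus, so this p can be too small. A filter on a mean of 50 counts, under which Gm26793 was not tested, moved the result most, to 1 of 97 near genes (p = 0.00744). At an unadjusted p below 0.01 there were 9 of 115 near genes and 138 of 15628 others (p = 1.28e-06).

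**Figure D3:**
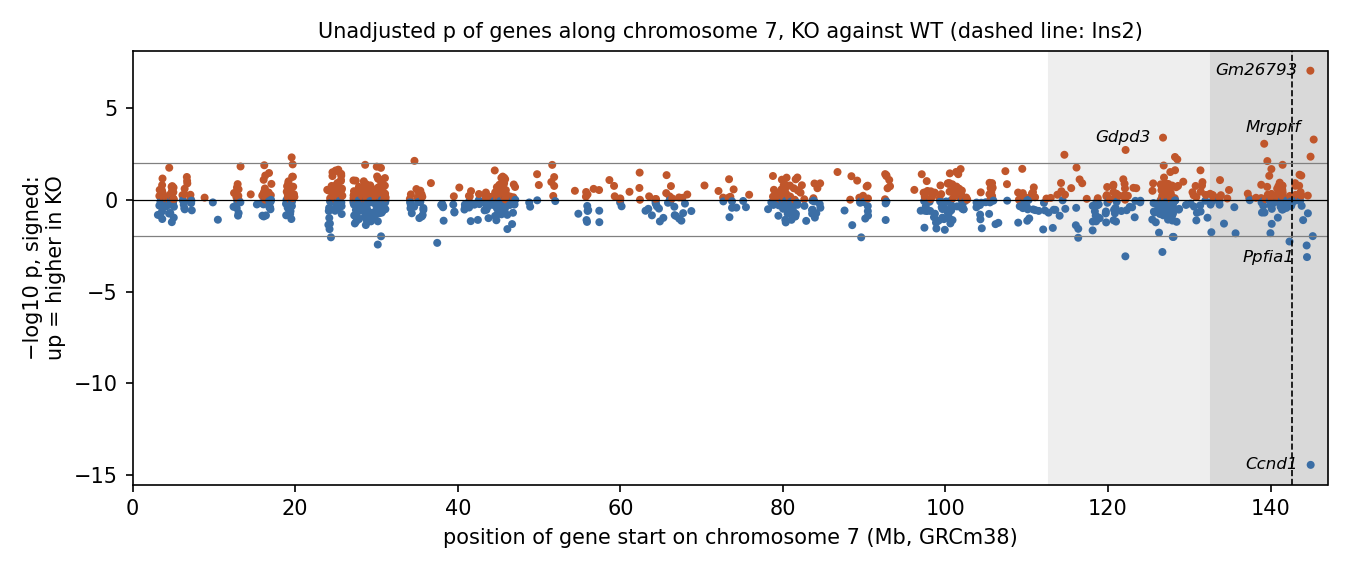
Signed -log10 of the unadjusted p of each tested gene on chromosome 7 against its start position in Mb (GRCm38), up for genes higher in KO and down for genes lower. The dashed line marks Ins2, dark shading the 10 Mb and light shading the 10 to 30 Mb beside it, and grey lines an unadjusted p of 0.01. The 2 called genes, Ccnd1 and Gm26793, lie beyond Ins2 toward the end of the chromosome.

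Because the deleted gene encodes insulin, the insulin and IGF signalling list was examined gene by gene. Of 28 tested genes, 0 passed the threshold adjusted over the list alone and 0 over all genes tested, and 1 had an unadjusted p below 0.05. That gene was Igf1, with a log2 fold change of 0.25 (SE 0.096, edgeR adjusted p over all genes 0.781). The insulin receptor Insr changed by 0.03 on the log2 scale (SE 0.0479) and Igf1r by -0.05 (SE 0.0928), both within their error, and by 0.02 and -0.022 without KO library 8. Igf2, the gene beside Ins2, had a log2 fold change of -0.36 (SE 0.778). It turned to 0.80 without WT library 17, which held the most choroid plexus RNA by the list.

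Gene lists were then tested as sets. Of 18 lists, camera called 4 after Benjamini-Hochberg adjustment, all with a negative mean log2 fold change. The dentate gyrus list changed by -0.34 on average (9 of 9 genes lower, adjusted p 6.11e-05) and the synapse and plasticity list by -0.10 (28 of 32 genes lower, adjusted p 0.00027). The immediate early list changed by -0.12 (16 of 20 genes lower) and the adult neurogenesis list by -0.20 (6 of 9 genes lower), both at an adjusted p of 0.0419. None of the 4 held under fry or under camera with an estimated correlation, where 0 of 18 lists were called. The synapse and plasticity list was not called with 1 or 2 surrogate variables either (-0.047 and -0.026). KO library 8 decided part of these values. Without it the dentate gyrus list averaged -0.22 and was still called, the synapse and plasticity list averaged -0.03 and the immediate early list -0.075, neither of them called, and the adult neurogenesis list averaged -0.26. Without WT library 15 the adult neurogenesis list averaged -0.07 and was not called, and under the filter on a mean of 50 counts, which leaves out 4 of its 9 tested genes, it averaged 0.017 and was not called either. Mki67, the gene of this list with the smallest p (edgeR, unadjusted p = 0.0149), starts within 10 Mb of Ins2. A change local to that region can therefore enter the list.

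The other 14 lists were not called by camera. Mean log2 fold changes were 0.01 for insulin and IGF signalling (adjusted p 0.869), -0.02 for the unfolded protein response (0.889) and -0.004 for mitochondrially encoded genes (0.869). Among the cell type lists they were -0.003 for microglia (adjusted p 0.889), 0.01 for astrocytes (0.869), -0.06 for oligodendrocytes (0.398), 0.07 for interneurons (0.595) and 0.07 for endothelium (0.531). Among the dissection lists they were 0.25 for choroid plexus (adjusted p 0.531), 0.02 for CA1 (0.531), -0.09 for CA3 (0.230), 0.57 for thalamus and habenula (0.129), 0.07 for striatum (0.889) and 0.29 for neocortex (0.531). The oligodendrocyte list was called with 1 or 2 surrogate variables (-0.18 and -0.17), without KO library 16 (-0.14) and without WT library 20 (-0.105), the unfolded protein response list with 2 surrogate variables (-0.079) and the choroid plexus list with DESeq2 (2.14). Without KO library 8 the means were 0.03 for insulin and IGF signalling, -0.031 for the unfolded protein response, 0.039 for mitochondrially encoded genes, 0.031 for microglia, 0.023 for astrocytes, -0.033 for oligodendrocytes, 0.04 for endothelium, 0.115 for CA1, -0.031 for CA3, 0.19 for thalamus and habenula and -0.20 for striatum, none of them called. Adjusted over the list alone, 4 genes of the thalamus and habenula list and 1 of the striatum list, Pde10a, passed the threshold. Over all genes tested, 0 genes of any list did. Pde10a changed by -0.29 on the log2 scale (SE 0.08). Tac2, the thalamus and habenula gene with the smallest p, changed by 1.21 (SE 0.436), and by 0.27 without KO library 8.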

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

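The alternatives were set before the data were examined, and none was added later. Ccnd1 was called lower in KO in each of the 10 alternative fits, with log2 fold changes from -1.16 to -1.14, and from -1.19 to -1.13 across the 23 fits that each left out one library. Gm26793 was called higher in 9 alternative fits, from 2.96 to 3.92, and in the 23 fits without 1 library, from 2.90 to 3.89. It was not tested under the filter on a mean of 50 counts, because its counts are lower than that.

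The count of called genes was 2 in the main setting. It was 4 with limma voom and quality weights (2 higher and 2 lower in KO, the 2 main calls among them) and 1 with the filter on a mean of 50 counts (0 higher in KO), where fewer genes were tested. DESeq2 gave 3 genes and the threshold of 0.10 also gave 3, each with 2 higher in KO. The genes added were Gm4737 and, with voom, Ppfia1 (adjusted p 0.00774, and 0.00774 to 0.993 over its alternatives). Across the 23 fits that each left out one library, from 2 to 3 genes were called, with 1 to 2 higher and 1 lower in KO. The extra gene was Rps13-ps1 without WT library 19 and Gm4737 without WT library 5, WT library 20 or KO library 13. The cause was not tested.

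Calls near Ins2 stayed on the same side of the threshold in all 14 alternatives, with p from 1.28e-06 to 0.00744, and across the 23 fits without 1 library, with p from 5.23e-05 to 0.000159. The difference in Ins2 kept its direction and its side under all 3 alternatives, from -1.04 to -0.13 on their differing scales. That outcome was fixed in advance. With 0 counts in every KO library, a change of scale cannot move the result (two-sided permutation test, p = 0.0061 in each). The difference also kept its direction and its side without each library, from -0.27 to -0.11. The genotypes did not differ in library total (p = 0.54 on the log2 scale; from 54073 to 1102945 counts without 1 library) or in the share of variance explained, which ran from 4.63% to 4.90% over its alternatives and from 3.84% to 5.94% without 1 library.

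The count of called gene lists was the least stable result. It was 4 in the main setting, 2 with the filter on a mean of 50 counts, 2 with the choroid plexus score as covariate, 0 with fry and 0 with camera at an estimated correlation. It ran from 2 to 4 across the 23 fits that each left out one library. The preset correlation treats genes of a list as nearly independent, and the tests that allow for the correlation called none, while other splits of the libraries often called as many. The dentate gyrus list was called in 23 of 23 fits without 1 library, the synapse and plasticity list in 22, the adult neurogenesis list in 11 and the immediate early list in 10. With DESeq2, 5 lists were called, the choroid plexus list joining (adjusted p 1.91e-15, and 1.91e-15 to 0.980 over its alternatives). There the list test used DESeq2's own gene statistics and set of genes, so this adjusted p is not directly comparable with the others. The list averaged 2.14 with DESeq2. It averaged 2.24 in the main fit without WT library 17, where it was not called.

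Surrogate variables left the count of lists at 4 and changed which lists were called. The oligodendrocyte list was called lower in KO with 1 surrogate variable (-0.18, adjusted p 1.26e-05) and with 2 (-0.17, adjusted p 0.000162), where its adjusted p ran from 1.26e-05 to 0.980 over its alternatives. It was also called without KO library 16 (-0.14, adjusted p 0.01) and without WT library 20 (-0.105, adjusted p 0.0199), and in the other 21 fits without 1 library it was not. The synapse and plasticity list was not called with 1 surrogate variable (-0.047, adjusted p 0.128) or with 2 (-0.026, adjusted p 0.664; 3.07e-05 to 0.932 over its alternatives). The unfolded protein response list was called with 2 (-0.079, adjusted p 0.0492; 0.0492 to 0.980 over its alternatives). The immediate early list was called in 5 of its 12 alternatives, and was lost with 2 surrogate variables, voom, the filter on a mean of 50 counts, both covariates, fry and the estimated correlation. The dentate gyrus list was called in 10 of 12 and the adult neurogenesis list in 8 of 12. The cause was not tested.

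Several values changed sign, a called list among them. The adult neurogenesis list, -0.20 and called in the main setting, went to 0.017 and was not called under the filter on a mean of 50 counts. That filter left out 4 of its 9 tested genes, which averaged -0.46, and the 5 kept averaged 0.012 in the main setting. The cause of the other changes was not tested. Igf2 went from -0.36 to 0.82 with DESeq2 and 0.088 with voom, and ran from -0.93 without KO library 12 to 0.80 without WT library 17. Insr went to -0.024 with voom. With 1 surrogate variable the list means were -0.037 for insulin and IGF signalling, -0.04 for astrocytes, -0.006 for endothelium, -0.38 for choroid plexus (0.25 in the main setting), -0.006 for CA1 and -0.10 for striatum. With 2 they were -0.024 for insulin and IGF signalling, 0.008 for mitochondrially encoded genes, -0.038 for astrocytes, -0.058 for endothelium, -0.006 for CA1 and -0.20 for striatum. With voom they were 0.06 for mitochondrially encoded genes, 0.076 for microglia, 0.047 for oligodendrocytes and -0.017 for endothelium. DESeq2 gave 0.013 for the unfolded protein response and -0.11 for striatum, and no filter gave 0.014 for the unfolded protein response. The choroid plexus covariate gave 0 for insulin and IGF signalling, the library number covariate 0.003 for mitochondrially encoded genes, and the filter on a mean of 50 counts 0 for microglia. Without 1 library, the means ran from -0.061 (KO library 12 left out) to 0.109 (WT 17) for insulin and IGF signalling, from -0.066 (KO 12) to 0.041 (WT 17) for the unfolded protein response, from -0.031 (KO 21) to 0.039 (KO 8) for mitochondrially encoded genes, from -0.027 (KO 16) to 0.031 (KO 8) for microglia, from -0.009 (KO 13) to 0.046 (KO 22) for astrocytes, from -0.68 (KO 12) to 2.24 (WT 17) for choroid plexus, from -0.026 (KO 16) to 0.115 (KO 8) for CA1 and from -0.20 (KO 8) to 0.27 (WT 15) for striatum. With the same sign, they ran from -0.127 (KO 6) to -0.031 (KO 8) for CA3, from 0.04 (KO 16) to 0.107 (WT 15) for interneurons, from 0.004 (KO 6) to 0.123 (WT 14) for endothelium and from -0.144 (KO 16) to 0 (KO 22) for oligodendrocytes.

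Over all named genes, 149 of 155 comparisons with an alternative were the same as the main setting, 3 were stronger and 3 had the other sign. Over the lists, 173 of 216 were the same, 16 were weaker, 4 were stronger and 23 had the other sign. The same means only an equal sign and an equal side of the threshold, weaker a call lost and stronger a call gained. Sizes could move within it, as for Tac2, whose log2 fold change ran from 0.245 to 1.21 over its alternatives. Depth limits the Ins2 result, since 8 counts in 11 WT libraries carry the difference once WT library 17 is left out.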

Other observations

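The tests on the genes 10 to 30 Mb from Ins2, on the reads of Gm26793 against Ccnd1, on counts without scaling, on Rps13-ps1 and on choroid plexus RNA as the source of Ins2 reads were chosen after the result was seen. The genes Gdpd3, Mrgprf, Ppfia1, Rps13 and Rps13-ps1, WT libraries 17 and 23 and KO library 8 were singled out after their values were seen.

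The 2 called genes are more than most other splits of the libraries gave. Of 100 splits of the 23 libraries into 12 and 11, the real one included, 3 gave at least 2 called genes, 97 of them gave none, and 1 other split gave 83. Only the real split, 1 of 100, gave 2 calls within 10 Mb of Ins2. The 4 called lists are not: 79 of the 100 splits gave at least 4, and the median of the others was 6. By single lists, 3 of 100 splits gave the dentate gyrus list as small a p as the real one and 3 gave it for adult neurogenesis, against 34 for synapse and plasticity and 31 for immediate early genes.

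The fall of Ccnd1 is a large change in 1 gene, and several technical sources were tested. A difference in depth or composition would multiply genes alike before any scaling. The log2 ratio of mean unscaled counts, KO over WT, had a median of 0.074 over all tested genes and was -1.05 for Ccnd1, where 0.025% of tested genes were as low. With the choroid plexus score as covariate the log2 fold change of Ccnd1 was -1.15, so choroid plexus RNA does not account for it. Reads moved to the gene called beside it do not account for it either, because Gm26793 gained 4.51% of the CPM that Ccnd1 lost. Both genes lie on the far side of Ins2, and a candidate explanation is a haplotype of another strain carried along with the knockout allele. That would reach beyond the 10 Mb of the planned test. Of 202 tested genes 10 to 30 Mb from Ins2, 10 had an unadjusted p below 0.01, against 1.7 at the rate of other chromosomes, and the most in any of 10742 overlapping windows of as many genes elsewhere was 6. More than 30 Mb away the share was 0.71%, and on other chromosomes 0.84%. Gdpd3, 15.91 Mb from Ins2, is among the genes 10 to 30 Mb away, with a log2 fold change of 2.47 (edgeR adjusted p = 0.781). Mrgprf (1.69) and Ppfia1 (-0.20), which lie 2.62 and 1.8 Mb away, were not called in the main fit either. With voom and quality weights, Ppfia1 was called (-0.267, adjusted p 0.00774). No sequence variants can be read from counts, so the haplotype was not seen directly. An effect of the deleted allele on its nearest genes cannot be told apart from it: 5.26% of the 19 genes within 1 Mb had an unadjusted p below 0.01, against 9.38% of 64 genes 1 to 3 Mb away, and the few genes keep it open. A long-range or indirect effect of losing insulin on Ccnd1 also stays open and was not tested.

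WT library 23 lies between the genotypes for both called genes. It held 46.7 CPM of Ccnd1, where the other 11 WT libraries held 54.4 to 72 and KO libraries 23.2 to 31.1, and 1.12 CPM of Gm26793 (25 counts), where the others held at most 0.311 (5 counts) and KO libraries 1.32 or more. These values lie 3.0 SD below and 11.2 SD above the mean of the other 11 WT libraries, in the library picked for them. A candidate explanation is one copy of the haplotype that travels with the knockout allele. Along other genes near Ins2, chosen without this library, its score was 0.464 on a scale with 0 at the WT mean and 1 at the KO mean. WT library 24 scored 0.477, so the criterion set for one copy, a score outside the range of the other WT libraries, was not met. KO libraries started at 0.138, however, so the score separates the genotypes too poorly to decide, and one copy of the haplotype stays open for this library.

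Gdpd3 and Rps13-ps1 differ between libraries by steps rather than gradually. Gdpd3 held 2.52 to 8.4 CPM in 9 KO libraries and in WT libraries 1 and 19, and 0.0898 to 0.497 CPM in the others. Rps13-ps1, a processed pseudogene on chromosome 8, held 2.25 to 5.56 CPM in most libraries, 34.1 to 48.1 CPM in KO libraries 4, 8, 12, 21 and 22 and WT library 19, and 72.4 to 77.3 CPM in KO libraries 9, 13 and 18. Its log2 fold change was 2.45 (SE 0.571, edgeR adjusted p = 0.729), and without WT library 19 it was 3.29 with an adjusted p of 0.00153. Its best match is Rps13 (99.6% over 522 bases), which lies 26.35 Mb from Ins2 on chromosome 7. Rps13 moved the other way, with a log2 fold change of -0.55. The SD of the summed CPM of both genes was 33.3% of the SD of Rps13-ps1 alone (8.8 against 26.3 CPM), consistent with reads of Rps13 being assigned to the pseudogene in some mice. A variant of Rps13 that segregates among the mice would have this effect, and was not tested in sequence.

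A candidate source of the Ins2 reads in WT libraries is choroid plexus RNA in the dissected tissue. WT library 17, with 18 of the 26 Ins2 counts, had the highest choroid plexus score, 8.04, and 296745 counts of Ttr. At its ratio of Ins2 to Ttr, the 4075 Ttr counts of the 10 WT libraries other than 14 and 17 would bring 0.247 Ins2 counts. They held 6, while Pearson's r of their Ins2 CPM with the score, 0.745 (two-sided permutation test, p = 0.0081), goes with this source. The ratio rests on 1 library and its spread between animals was not measured, so the source cannot be told apart from others in these 10 libraries. It stays open in WT libraries 14 and 17 as well, because WT library 17 sets the ratio and WT library 14 has too few counts, with 2.64 expected and 2 found. In the 3 KO libraries with over 10000 Ttr counts, 24.6 Ins2 counts would be found in all at the ratio of WT library 17, and 0 were found. These mice lack the Ins2 gene, so the 0 does not bear on which tissue the WT reads came from. Of the 14 choroid plexus genes, 9 passed the filter on low counts. Other sources of Ins2 RNA were not tested.

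KO library 8 differs from the other 22 in a way that hypothalamic RNA in the dissected tissue could explain. The 12 hypothalamic genes averaged 5.47 there, and all 12 were higher than in each other library. Pmch had 10149 counts against at most 7 elsewhere, Hcrt 1764 against at most 1, Oxt 4480 against 6, Avp 5258 against 17 and Otp 717 against 3. Hdc was the 1 gene of the 12 with a median of at least 1 CPM in the other libraries. Dentate gyrus genes were at 10.6% of their median in the others, CA1 genes at 22.7% and CA3 genes at 40.0%, and the counts do not separate a mixed dissection from a mislabelled tissue. Its Ccnd1 (30.5 CPM) and Gm26793 (1.32 CPM) lie on the KO side of every WT library, the latter the lowest of the 11 KO values. No biological explanation was tested, as 1 animal gives no group.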
